A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

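Genomic DNA from the tail of 7 mice of one family was compared with the DNA of a single reference male mouse by array comparative genomic hybridization (array CGH). The sample labels give the strain as C57BL/6, and the methods of the study as C57BL/6J/Nrs. In array CGH, the DNA of a mouse and of a reference are labelled with different fluorescent dyes and hybridized together to short DNA probes of known position, so that the ratio of the dyes at a probe reports the copy number of that stretch of genome. The family consisted of the sire 20mGyBM, the dam 20mGyBF and their offspring 20mGyB1 to 20mGyB5. Each mouse was hybridized on 2 arrays, with Cy5 and Cy3 exchanged, which gave 14 arrays. Both arrays of a mouse carried the same extracts and were counted as 1 replicate. The series title states that the sire received 20 mGy per day for 400 days, whereas the design text of the series calls the male not irradiated. No comparison made here depends on which is correct, since the family contains no second sire.

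The arrays belonged to the second screening of the study, on a custom design that tiles the neighbourhood of probes that were positive in a first screening. Each array held 174313 spots other than controls, which represented 170303 unique probes. Of these, 170252 were autosomal, 48 were on the X chromosome and 3 on the Y chromosome. The probes were 45 to 60 bases long, and the median distance between the starts of neighbouring probes of a tile was 92 bp. Probes from different tiles were separated by more than 10 kb, and the autosomal probes formed 11889 tiles. Probe positions are those of the files, on the mm9 build. Gene annotation was not used here, because the available annotation belongs to another build.

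The authors scanned the slides and extracted the spots with Agilent Feature Extraction 10.7.1.1. Per the file headers, the deposited processed red and green signals are intensity values after background subtraction, spatial detrending and linear dye normalization within the array. The deposited log ratio of each spot is the log10 of red over green of these signals, and 99.95% of spots matched that definition within a tolerance of 1e-05. The series table holds log2 values that the authors made from the same log ratios, all turned to reference over mouse, and after turning they differed from the scanner values by at most 5e-07. The files contain no mean signal column.

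For the main results, the log2 of processed red over processed green was turned to mouse over reference from the dyes in the labels. Spots flagged as outliers for non-uniformity or population were left out, spots of the same probe were averaged, and the median of the autosomal probes was subtracted from each array. Before this step the array medians ranged from -0.03 to 0.02. No loess or quantile step was applied. A probe was positive in a mouse when the log2 ratio was beyond 0.5 in the same direction on both arrays, which is the threshold of the study for the second screening. A candidate region needed at least 2 positive probes of the same direction, each within 3 probes of the next and no more than 10 kb apart. The study also required the probe to have been positive in the first screening. Those arrays are not part of this series, so any positive probe was allowed to start a region. Regions of different mice were merged when they shared a positive probe in the same direction. A de novo candidate was a region called in offspring with no positive probe of that direction in either parent. Regions were named by a rule written before the data were examined. It took the 10 de novo candidates of a single offspring with the most positive probes and then the largest mean, the 5 regions with the most positive probes among those shared by all 7 mice and among those of a parent and offspring, the 5 probes with the largest change for each limma comparison, and the deletions that the study lists for 20mGyB5 on chromosome 10 and for 20mGyB2 on chromosome 17. With 1 carrier against 6 other mice, an exact permutation test cannot give a p below 0.143, so no p is given for single regions.

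As a measure of dye effects, the region rule was also run on probes beyond 0.5 on both arrays of a mouse in opposite directions. The family was compared with the reference by limma 3.58.1 under R 4.3.3 (statmod 1.5.0), with an intercept fitted to the means of the 2 arrays of the 7 mice, an adjusted p below 0.05 (Benjamini-Hochberg) and an absolute mean above 0.5. This test leaves out the spread of the reference, which is 1 mouse. Offspring and parents were compared by limma in the same way without a minimum size. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

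The region caller was tested on simulated data made from the real arrays with the probe positions shuffled and 1000 losses added, each of 4 probes and -1 on the log2 scale. It recovered 99.3% of them as de novo regions, with 99% to 99.5% for single offspring. Without any added loss, the shuffled arrays gave 15 de novo candidates. Limma was tested on simulated data for 170045 probes, with 200 probes changed by 1. It called 98.5% of the changed probes for the family against the reference, and 84% for offspring against parents. The unchanged probes called were 0 and 4. The simulated mice had independent noise of equal spread, unlike the real mice, so these shares may not hold for the real arrays.

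Alternatives for the threshold, centring, background correction, source of values, dim probes, outlier flags, neighbour span, gap limit, number of probes, use of the dye swap, overlap of regions, parental level, slide as a random block and single mice left out were listed before the data were examined. For normexp background correction (offset 50), median spot signals took the place of mean signals. The removal of the trend with probe length, and the fits by scan session, were added after the data were seen. The arrays fell on 4 slides and were scanned in 2 sessions. Both parents were on a slide of their own, and no slide held parents and offspring together. Offspring were in both sessions, and both parents in the first. For arrays, the number of mice limits the precision.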

Results

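This part of the study examined a single family by array CGH to find copy number changes that were present in offspring and absent from both parents. It covered 1 sire, 1 dam and 5 offspring, each on 2 dye-swapped arrays against the same reference male. The median processed signal ranged from 724 to 943 in green and from 721 to 953 in red over the 14 arrays. In the first scan session, which held the sire, the dam, 20mGyB1 and 20mGyB2, at least 98.98% of spots in green and 99.3% in red were well above background. In the second session, which held 20mGyB3, 20mGyB4 and 20mGyB5, the lowest values were 88.9% in green and 96.7% in red. The standard deviation of the autosomal log2 ratios was 0.19 to 0.25 on the 8 arrays of the first session and 0.30 to 0.37 on the 6 arrays of the second. Between 2415 and 8013 autosomal probes per array were beyond 0.5 in the first session, against 12564 to 22582 in the second. Across autosomal probes, the ratios of the dye-swapped arrays of a mouse were negatively correlated once both were turned to mouse over reference, with Pearson's r from -0.50 in 20mGyB1 to -0.30 in 20mGyB3. These correlations are across probes, which are not independent replicates.

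The X and Y probes were used as a check of the labels, since the reference was male. The median log2 ratio of the 48 X probes was 0.02 in the sire and 0.91 in the dam. Among the offspring it was -0.00 in 20mGyB1, -0.01 in 20mGyB2, 0.83 in 20mGyB3, 0.86 in 20mGyB4 and 0.75 in 20mGyB5. The median of the 3 Y probes was -0.02 in the sire and -2.44 in the dam. It was 0.03 in 20mGyB1, -0.10 in 20mGyB2, -1.84 in 20mGyB3, -2.46 in 20mGyB4 and -1.96 in 20mGyB5. The labels give no sex for the offspring, and their values are not grouped by sex.

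Positive probes were counted first, by the threshold of the study. The 7 mice had 3627 autosomal positive probes in total. The sire had 50 gains and 244 losses, the dam 38 and 119, 20mGyB1 68 and 21, and 20mGyB2 7 and 326. In the second scan session, 20mGyB3 had 356 gains and 753 losses, 20mGyB4 501 and 347, and 20mGyB5 206 and 591. The use of the dye swap moved these counts most, and the arrays with the mouse in Cy5 taken alone gave 73144 positive probes.

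The neighbour rule reduced these to 132 candidate regions. They numbered 23 in the sire, 6 in the dam, 4 in 20mGyB1, 39 in 20mGyB2, 24 in 20mGyB3, 21 in 20mGyB4 and 15 in 20mGyB5. All 39 of 20mGyB2 were losses. The same rule applied to probes that changed in opposite directions on the dye-swapped arrays measured how often a dye effect satisfied it. It gave 1263 dye-discordant regions, of which 12 were in the sire, 23 in the dam, 23 in 20mGyB1 and 34 in 20mGyB2. The mice of the second session had 428 in 20mGyB3, 491 in 20mGyB4 and 252 in 20mGyB5.

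**Figure D1:**
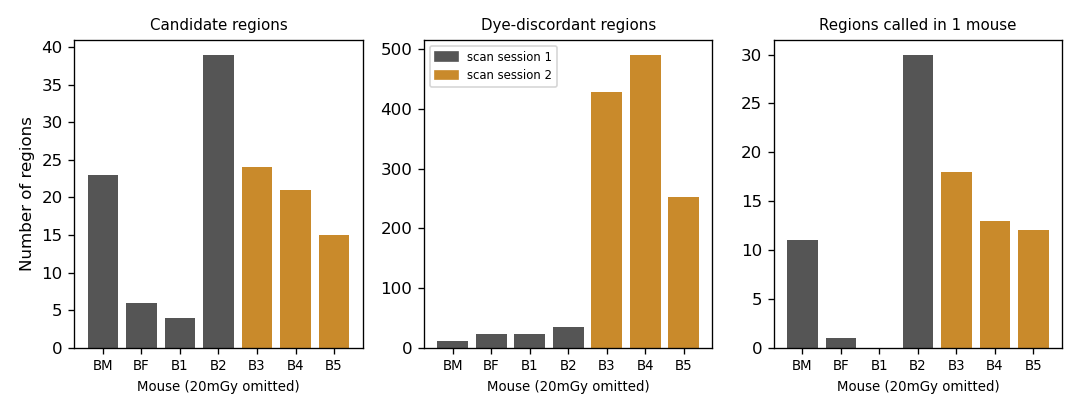
Number of regions per mouse, with candidate regions on the left, dye-discordant regions in the middle and regions called in 1 mouse on the right; bars start at 0 and are coloured by scan session. The 3 mice of the second session had 252 to 491 dye-discordant regions, against 12 to 34 in the others.

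The next comparison addressed which changes could have been transmitted. No region was called in all 7 mice. A total of 15 merged regions were called in at least 1 parent and at least 1 offspring, 13 losses and 2 gains. Several of the losses were called in the sire and 20mGyB2 alone, with means of 0.30 to 0.38 in 20mGyB1. These may share the profile described below for the candidates of 20mGyB2. In other losses, on chromosome 14 from 54080424 to 54178775, all 7 mice had means of -0.66 to -0.33. The 2 gains were close together on chromosome 2 and had the same carriers. The 15 regions may therefore not be 15 separate transmitted changes. A further 12 regions were called in exactly 1 parent and in no other mouse. The 11 losses among them were called in the sire. In these losses the mean of 20mGyB2 ranged from -0.74 to -0.37, beyond -0.5 in some of them without a call. The gain, on chromosome 4 from 101192570 to 101193055, had a mean of 0.69 in the dam and 0.50 in 20mGyB2. The other mice lay between -0.17 and 0.10, so this gain may not be confined to the dam. Among the regions of a parent and offspring, that with the most positive probes was a loss of 46 positive probes on chromosome 3. It spanned 25416378 to 25434098 (mm9). Its mean log2 ratio was -1.97 in the dam, -1.70 in 20mGyB3, -1.72 in 20mGyB4 and -1.67 in 20mGyB5, and it lay between -0.03 and 0.02 in the sire, 20mGyB1 and 20mGyB2. The standard deviation over the probes was 0.57 in the dam. The carriers of this loss were the mice with low medians of the Y probes. A gain of 39 positive probes on chromosome 2 from 70080407 to 70086160 had means of 2.37 in the sire, 2.12 in 20mGyB1 and 1.65 in 20mGyB4, against -0.07 to 0.13 in the other mice. In the sire, 14 of the 39 probes were well above background in both channels on both arrays, so the size of this gain is uncertain. On chromosome 14, a loss of 7 positive probes from 57752443 to 57753283 was called in the sire at -0.77 and in 20mGyB1 at -0.81, 20mGyB2 at -0.83, 20mGyB3 at -0.70 and 20mGyB4 at -0.77. The dam at 0.05 and 20mGyB5 at 0.12 lacked it. A loss of 6 positive probes on chromosome 2 from 111694136 to 111694677 was called in the dam at -0.98, 20mGyB3 at -1.01, 20mGyB4 at -0.78 and 20mGyB5 at -0.94, with the other mice between -0.04 and 0.02, and its carriers were the same mice. The last, a loss of 6 positive probes on chromosome 14 from 54175973 to 54178775, was called in 4 mice. Its mean was nearly the same in all 7, from -0.58 in 20mGyB2 to -0.51 in 20mGyB4, so that the calls were decided by the threshold.

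The main question of the family analysis was which changes were in an offspring and in neither parent. By the rule, 58 de novo candidate regions were found, 44 losses and 14 gains. Of these, 57 were called in a single mouse. 20mGyB1 had 0, 20mGyB2 had 15, 20mGyB3 had 19, 20mGyB4 had 14 and 20mGyB5 had 11, with 1 region counted in both 20mGyB3 and 20mGyB4. A further 16 regions of offspring were left out of this count because a parent had a positive probe in them. 20mGyB2 had 30 regions that were called in no other mouse, of which 15 were without a positive probe in a parent. Among those counted, a loss of 20mGyB3 on chromosome 14 from 54178820 to 54178905, was low in all 7 mice, with -0.62 in the sire, -0.40 in the dam and -0.81 in 20mGyB3. In 54 candidates only 2 probes were positive, and no candidate had 5 or more. In 19 candidates all positive probes overlapped in sequence, and 39 had at least 2 positive probes that shared no base. Every positive probe was well above background in 17 candidates, and none was in 23. The number fell to 17 when probes not well above background were left out, and rose to 4677 when the array with the mouse in Cy5 was used alone.

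The candidate with the most positive probes was a loss of 20mGyB5 on chromosome 10 from 68881848 to 68882888, with 4 positive probes over 1041 bp, 3 of them without shared bases. Its mean was -0.90 ± 0.12 (SD over the 4 probes, 1 mouse). It was -0.98 on the array with the mouse in Cy5 and -0.82 on the array with the mouse in Cy3. The other 6 mice lay between -0.15 and 0.05. All 4 probes were well above background. The 5 probes to the left of the region averaged -0.16 and those to the right -0.25 in 20mGyB5. Whether the region lies within a gene could not be read from the files. The loss of 20mGyB2 on chromosome 17 from 4507025 to 4507181 had 2 positive probes over 157 bp. Its mean was -0.86, with -1.12 on the array with the mouse in Cy5 and -0.60 on the other. Both probes were well above background. The sire had a mean of -0.50 at these probes, and 20mGyB1 had 0.31. The region was not retained when both parents were required to lie within 0.3 of 0.

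**Figure D2:**
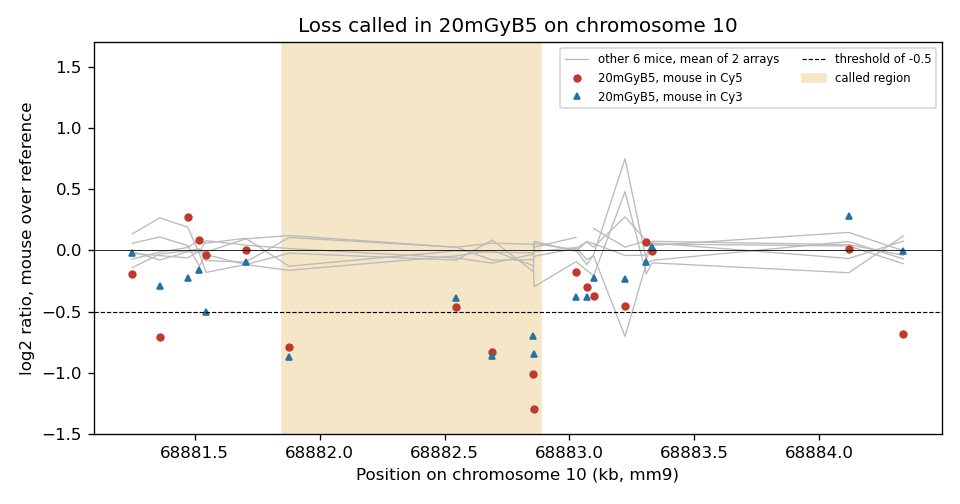
Log2 ratio of mouse over reference at each probe around the loss of 20mGyB5 on chromosome 10, against position in kb (mm9); points are the 2 arrays of 20mGyB5 and grey lines the means of the 2 arrays of the other 6 mice. The 4 positive probes average -0.90 in 20mGyB5, and the other mice average -0.15 to 0.05 over them.

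The other named candidates had 2 or 3 positive probes each. A loss of 3 probes in 20mGyB3 on chromosome 4 from 136395412 to 136395789 had a mean of -0.89, and 20mGyB4 lay at -0.62 there. A gain of 3 probes in 20mGyB4 on chromosome 5 from 51731741 to 51731866 had a mean of 0.76, with none of the probes well above background. The remaining ones had 2 positive probes. They were gains of 1.32 in 20mGyB5 on chromosome 4 from 57564052 to 57564197 and of 1.06 in 20mGyB4 on chromosome 2 from 141910576 to 141910961. The losses were -1.21 in 20mGyB2 on chromosome 3 from 123548359 to 123548455, -1.10 in 20mGyB4 on chromosome 5 from 71319848 to 71320136, and -1.01 in 20mGyB2 on chromosome 5 from 98080138 to 98080252. Losses of -0.96 over 2 probes were also called in 20mGyB3 on chromosome 10 from 53096116 to 53096553 and in 20mGyB5 on chromosome 1 from 114772462 to 114772912. None of these 7 regions had both probes well above background. The sire had a mean of -0.48 in the chromosome 3 region and -0.74 in that on chromosome 5 of 20mGyB2. In the chromosome 1 region of 20mGyB5, 20mGyB3 had a mean of -0.59. At the first positive probe there, the arrays of 20mGyB3 gave -1.46 and -1.24, lower than -1.05 and -0.68 in 20mGyB5. At the second they gave -0.24 and 0.59. The other 47 candidates comprised 36 losses and 11 gains, with carrier means of 0.56 to 0.96 in size.

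**Figure D3:**
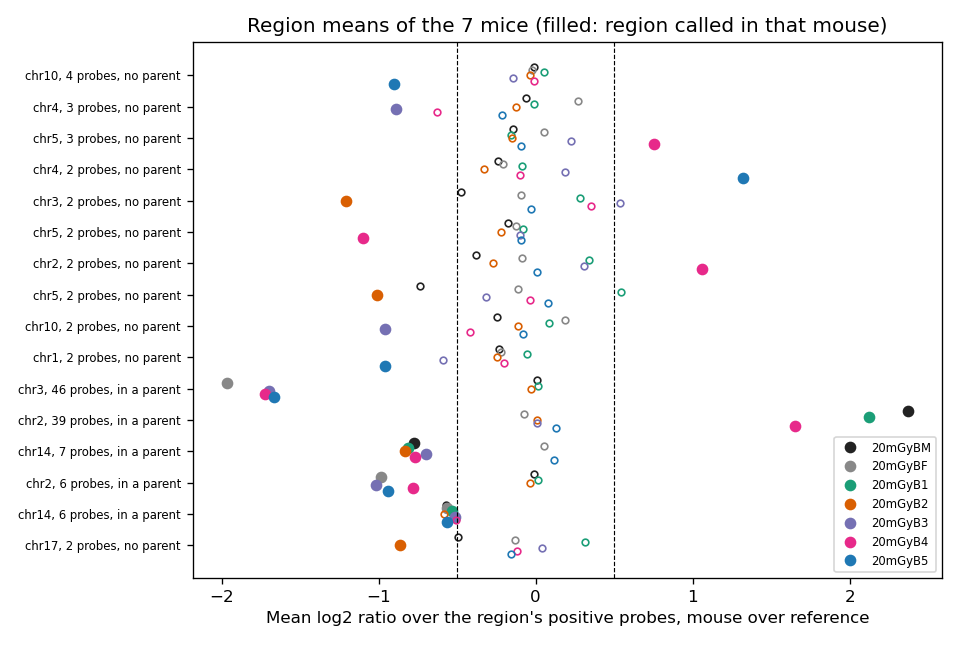
Mean log2 ratio of mouse over reference over the positive probes of each named region, 1 point per mouse, filled where the region was called; dashed lines mark -0.5 and 0.5. Carriers of the loss on chromosome 3 with 46 probes lie between -1.97 and -1.67, and the other mice within 0.03 of 0.

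Chance agreement was measured by pairing an array of one offspring with the dye-swapped array of another from the same scan session. In the second session, the 6 such pairs gave 2 to 16 regions without a positive probe in a parent, with a mean of 8.83. The 2 arrays of the same mouse gave 11 to 19, with a mean of 14.7. The ranges overlapped. In the first session, the 2 pairs gave 0 regions, against 0 in 20mGyB1 and 15 in 20mGyB2. No region from arrays of different mice had more than 2 positive probes.

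The family as a whole was then compared with the reference mouse by limma. Of 170045 autosomal probes measured in all mice, 19 passed, 1 higher and 18 lower than the reference. The 18 lower probes lay on chromosome 14 between 54080424 and 54390096, and the direction was shared by 7 of 7 mice at each. The largest change was at probe A_67_P07959016 on chromosome 13 from 95707465 to 95707524, with a mean of 1.39 (SE 0.04, limma adjusted p 7.14e-06). The next largest were on chromosome 14. Probe A_67_P19023141 from 54083302 to 54083361 had a mean of -0.64 (SE 0.04, limma adjusted p 0.000589), and A_67_P19024874 from 54389667 to 54389726 had -0.61 (SE 0.04, limma adjusted p 0.000589). A_67_P19023710 and A_67_P19023727 both had -0.61, with limma adjusted p of 0.00931 and 0.00165. Using only the mice of the second scan session, an alternative chosen after the data were seen, moved the count most, to 64. In that setting A_67_P07959016 was still called, whereas the 4 named probes of chromosome 14 no longer passed, with means from -0.73 to -0.64. A_67_P19023710 also no longer passed without the sire (-0.61), without 20mGyB2 (-0.59) and with normexp background correction (-0.45). With only the mice of the first scan session, also chosen after the data were seen, 26 probes passed. The 4 named probes of chromosome 14 still passed there, with means from -0.60 to -0.56.

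Offspring were compared with parents to look for changes common to the offspring. By limma, 0 of 170045 probes passed at an adjusted p below 0.05, and 2633 had an unadjusted p below 0.05, fewer than the 8502 that chance alone would give. With scan session as a block, the count was also 0, and 755 probes had an unadjusted p below 0.05. This comparison does not address a change of a single offspring.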

Values the study reported

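Across the whole study, de novo deletions were reported in 7.1% of F1 mice from non-irradiated sires (11 of 156) and in 20.4% of F1 mice from irradiated sires (29 of 142). After qPCR, the study counted 31 deletions and 1 duplication in the irradiated group. The study lists the de novo changes that were found by array CGH and then passed qPCR. Within this family, the list held 1 deletion for 20mGyB5, on chromosome 10. That deletion had 3 positive probes in the second array CGH and an estimated size of 1040 bp. The list also held 1 deletion for 20mGyB2, on chromosome 17, with 2 positive probes and 156 bp. Both mice are listed as female.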

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

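The tests in this part on the loss of 20mGyB4 on chromosome 5, on the loss of the sire on chromosome 14 and on a dye effect at the chromosome 10 loss were chosen only after the results were seen. Among 23 sets of values over the 5 offspring, 3 had a mouse far from the others by Dixon's rule, which chance gives in about 1 of 20 sets. De novo candidates were selected because a mouse stood apart, so the rule is no independent evidence for them.

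The loss of 20mGyB5 on chromosome 10 stood out, at -0.90 with the nearest offspring at -0.15. Regions from arrays of different mice, which show what chance agreement of noise can produce, had at most 2 positive probes, against 4 here. For signals near background, 4 of 4 positive probes were well above background. A dye effect reverses between dye-swapped arrays. That both arrays of 20mGyB5 were low was required by the choice of probes, so the other 6 mice, labelled with the same dyes, were used. Their dye component at these probes, 0.5 times the difference between the arrays, was at most 0.10 in size (-0.10 in 20mGyB1), which argues against a dye effect of these probes. A deletion that arose in a parental germ cell or in the offspring may account for the loss, as a hypothesis. A relation to the irradiation of the sire cannot be read from 1 mouse of 1 family.

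The loss of 20mGyB4 on chromosome 5 stood out at -1.10, with the nearest offspring at -0.22. Of its 2 positive probes, 0 were well above background in both channels on both arrays, so signals near background may explain it, and the region gave no value when such probes were left out.

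At the loss of the sire on chromosome 14 from 57752443 to 57753283, 20mGyB5 stood apart at 0.12, with the nearest offspring at -0.70. The mean of 20mGyB5 lay 8.83 standard errors over the probes above -0.5, which argues against scatter between its probes. Noise that moves neighbouring probes of the same arrays together is not measured by this and stays open. The values were consistent with a loss that the sire carried on 1 copy and passed to some offspring, with 4 of 5 offspring showing it and the dam near 0. The reference mouse may differ as well, which was not tested.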

How the results depend on the processing

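The removal of the trend with probe length and the fits by scan session were chosen after the data were seen. No paired analysis was possible because the groups share fewer than 2 replicate numbers.

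The threshold changed each total of probes and regions over the family, except that no region was shared by all 7 mice at 0.8. At 0.4 there were 7047 positive probes, 379 candidate regions, 2 regions shared by all 7 mice, 54 in a parent and offspring, 162 de novo candidates, 39 only in a parent and 3192 dye-discordant regions. At 0.8 these were 818 positive probes, 23 candidate regions, 3 in a parent and offspring, 5 de novo, 2 only in a parent and 118 dye-discordant. With normexp background correction there were 651 positive probes, 37 candidate regions, 9 in a parent and offspring, 4 de novo, 1 only in a parent, 80 dye-discordant regions and 12 probes where the family differed from the reference. Leaving out dim probes gave 1357 positive probes, 85 candidate regions, 17 de novo and 386 dye-discordant regions. Regions called in no other mouse went from 18 to 4 in 20mGyB3, from 13 to 1 in 20mGyB4 and from 12 to 3 in 20mGyB5. In 20mGyB2 they went from 30 to 24. Signal over background therefore limited most candidates of the second scan session, and fewer of the regions of 20mGyB2. With 3 positive probes required, 38 candidate regions, 6 in a parent and offspring, 3 de novo, 4 only in a parent and 146 dye-discordant regions were left. With neighbours within 1 probe there were 38 de novo and 689 dye-discordant regions. With the parents required within 0.3 of 0 there were 38 de novo candidates. By that parental rule 20mGyB2 kept 1 of its 15 candidates, 20mGyB3 18 of 19, 20mGyB4 11 of 14 and 20mGyB5 9 of 11.

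The mean of the 2 arrays gave 13936 positive probes, 918 candidate regions, 1 shared by all 7 mice, 98 in a parent and offspring, 560 de novo and 26 only in a parent. Only the array with the mouse in Cy5 gave 73144, 11085, 8, 602, 4677 and 94 in the same order, and only the array with the mouse in Cy3 gave 60781, 8145, 7, 251, 4326 and 82. The share of losses among de novo candidates was 75.9% in the main setting, 100% of 4 with normexp, 88.2% without dim probes and 60% at 0.8. It was 61.8% with the mean of the 2 arrays, 64.8% with the mouse in Cy5 alone and 32.0% with the mouse in Cy3 alone. The cause of these changes was not tested.

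With single offspring left out, regions in a parent and offspring numbered 7 to 15, the lowest without 20mGyB2, de novo candidates 40 to 58 and regions only in a parent 12 to 18. Probes where the family differed from the reference numbered 16 to 21 with single mice left out, 30 with scan session as a block and 43 with no minimum size. They numbered 26 in the mice of the first session alone and 64 in those of the second alone. Probes where offspring differed from parents numbered 0 in all 15 alternatives run. Without centring, with the series table, with outlier-flagged spots, with the gap limits, with a span of 5 probes, and with an overlap of 50%, each total over the family that was computed moved by less than 1.5 times. Removal of the probe-length trend was run for 4 totals and gave 153 candidate regions, 15 in a parent and offspring, 67 de novo and 18 only in a parent. Regions of the dam called in no other mouse numbered 1 in the main setting, 0 without centring and with the series table, and 2 without the probe-length trend.

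The loss of 20mGyB5 on chromosome 10 was called as de novo in all 18 alternatives run, with means from -0.98 to -0.58. Over the 10 named de novo candidates, 43 of 175 values belonged to settings in which the region was no longer called, and no mean changed sign. The loss of 20mGyB2 on chromosome 17 was no longer a de novo candidate at 0.8, with normexp (-0.54), with 3 probes required, with the mean of the arrays, with the mouse in Cy5 alone, and with the parents required within 0.3 of 0.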

Other observations

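The tests of this part were chosen after the values they bear on had been seen, except the pairing of arrays from different mice.

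The candidates of 20mGyB2 were unlike those of the other offspring. Over its 15 de novo candidates, the median of the region means was -0.71 in 20mGyB2, -0.49 in the sire, -0.13 in the dam and 0.29 in 20mGyB1, and the sire was below -0.3 in 13 of them. In the candidates of 20mGyB3, 20mGyB4 and 20mGyB5, the median of the sire was -0.06, -0.18 and -0.05. Deletions inherited from a heterozygous sire are argued against, since they would reach other offspring, and 0 of 60 values of the other 4 offspring in these regions were below -0.5. Probe length, which follows GC content, stays open. After the trend with probe length was removed, 9 of the 15 candidates were still called, and over all offspring 38 of 58. This decides nothing about GC content, since 80% of the probes of the 20mGyB2 regions, and 51.1% of autosomal probes, were at the longest length of 60 bases. A profile shared by the arrays of 20mGyB2 and the sire also stays open. Across autosomal probes the profiles of 20mGyB2 and the sire had a Pearson correlation of 0.41, against -0.08 to 0.23 between the other 6 mice. That of 20mGyB2 with the dam was 0.26, also above this range, and with 20mGyB1 it was -0.11, so the shared profile was not confined to the sire. A shared quality of the DNA or labelling may produce such a profile, and the files give no way to test it. The loss on chromosome 17 is one of these regions. The study lists it among the deletions that passed qPCR, which is a measurement apart from the arrays.

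In the second scan session, chance agreement of noise between the dye-swapped arrays gave a mean of 8.83 regions from arrays of different mice, against 14.7 from the 2 arrays of the same mouse, and the ranges overlapped. Chance may therefore account for many of the 43 de novo candidates of these mice. Among those with 2 positive probes, which ones cannot be told apart on 3 mice. No region from arrays of different mice had more than 2 positive probes, against 4 in the loss of 20mGyB5 on chromosome 10.

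The losses on chromosome 3 and on chromosome 2 from 111694136 to 111694677 were called in the dam, 20mGyB3, 20mGyB4 and 20mGyB5, and in all 7 of 7 mice each loss followed the level of the Y probes. These were also the mice with high X probes, so the losses followed the sex chromosomes. The labels give the sex of the sire and the dam only. Sequence also present on the Y chromosome may explain both, with the male reference giving the additional signal. The size of the losses was not set against this explanation, since the number of such copies is unknown. For the loss on chromosome 3, a heterozygous autosomal deletion inherited from the dam is argued against, since the carrier nearest to 0 had a mean of -1.67 (standard error over probes 0.10), below the -1 that loss of 1 of 2 copies would give. For the loss on chromosome 2, the carrier nearest to 0 had -0.78 (standard error over probes 0.20), which leaves a heterozygous deletion open. An allele of the dam that segregated independently would reach the same offspring with a chance of 3.13%. Among all 101 merged regions, 3 had means below -0.5 in these mice and in no other. The third was a loss on chromosome 11 from 59716757 to 59716844, with 2 overlapping positive probes, which was called in 20mGyB5 alone. Its mean ranged from -0.72 in the dam to -1.51 in 20mGyB5 over these 4 mice, and it lay between -0.12 and 0.15 in the other mice. A match of the probe sequences to the genome would decide, and the files hold no probe sequences.

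The X and Y probes of 20mGyB2 were at the level of the male reference. That differs from the sex quoted from the study above. DNA of the sire or of 20mGyB1 used in place of 20mGyB2 is argued against. In the gain of 39 positive probes on chromosome 2, 20mGyB2 had a mean of 0.0094, against 2.37 in the sire and 2.12 in 20mGyB1. Exchange with a male outside the 7 mice stays open. The mean of -0.83 in the loss of the sire on chromosome 14 shows that 20mGyB2 shares this change. A male of the family outside the 7 mice may also carry it. A wrong entry for the sex is a further possible explanation and was not tested.

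20mGyB5 had 11 and 20mGyB2 had 15 de novo candidates here. Those are higher than the numbers of deletions quoted from the study above, which also required a positive probe in the first screening and a qPCR test.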
